A study of Mus musculus with 4 samples.

How the data were processed

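Gene expression was measured by poly(A)-selected, paired-end RNA sequencing of mouse retinal organoids at day 6. Retinal organoids are aggregates of pluripotent stem cells driven in culture towards retinal progenitors. By the labels all libraries came from one cell line, a Mettl3 knockout that carries a reporter named Rx:GFP in the labels and a doxycycline-inducible, HA-tagged METTL3. METTL3 is the catalytic subunit of the complex that writes N6-methyladenosine on RNA, and doxycycline (Dox) is meant to switch the inducible copy on. The 4 libraries were grouped by their treatment label into 2 untreated and 2 Dox-treated samples (2 µg/ml for 6 days). The sample titles read EV and EV+Dox, and the labels do not explain EV. It was not used for grouping, and it leaves open whether METTL3 was induced in the Dox libraries. The labels give one batch date to all 4 libraries, so no batch could be separated, although the protocol text speaks of independent rounds of library preparation for the duplicates.

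The authors deposited FPKM values (fragments scaled to transcript length and to library depth), one column per library and not pooled, rounded to 2 decimals. Neither the table nor the labels' protocols name the aligner, the counting tool, the genome build, the annotation release or whether counting used strand. The table holds 55426 rows keyed by Ensembl mouse gene identifiers, of which 5 are reporter or recombinase sequences. Gene symbols are those of the table. It has no coordinates and no build, so none are given here. Transcript lengths, GC content, gene types and exon overlaps came from GENCODE M21 (GRCm38) by gene identifier, which matched 13918 of the 13931 tested genes, and served only as annotation.

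FPKM is not a count, so no count model was used. Values were transformed to log2(FPKM + 1). The 13931 genes with a mean of at least 1 FPKM over the 4 libraries were tested with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with an intensity trend), on all 4 libraries with no covariate. Tests were two-sided with Benjamini-Hochberg adjustment over the tested genes and a threshold of 0.05. Fold changes are on the log2(FPKM + 1) scale, which understates the change of low genes. For single genes, 2 samples against 2 allow no two-sided exact permutation p below 0.333, so gene-wise p-values rest on limma's sharing of variance across genes. The prior had 3.5 degrees of freedom.

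Fixed before the data were examined were the main fit, the other settings to be tried, 10 gene lists and the rule for naming genes. The named genes are Mettl3, and the 8 called genes with the highest and the 8 with the lowest fold change whose libraries did not overlap between groups (unnamed, predicted and pseudogene entries left out). They also include a panel of Rax, Pax6, Six3, Six6, Lhx2, Pou5f1 and Nanog, and up to 3 called genes per list. One further gene picked by this rule is not reported here, but it stays in the tests and counts. The lists cover retinal progenitor genes, pluripotency, neuronal differentiation, mesendoderm and trunk, the m6A machinery, a two-cell-like programme, the interferon response, the integrated stress response, mitochondrially encoded genes and p53 targets. Lists were tested with limma's camera at a preset inter-gene correlation of 0.01. Adjustment was over the 8 lists with tested genes. The alternatives were another pseudocount (0.1 or 5), no filter or a filter of 5 FPKM, rescaling to a common sum (TPM), median centring, quantile normalization, eBayes without the trend or with robust estimation, the replicate number as a block, each library left out in turn, and camera with an estimated correlation or fry for the lists. Chosen after the data were seen were the removal of GC and length trends, the removal of mitochondrial and the 50 most abundant genes, and the removal of genes under 200 nt. A further 8 marker lists, written after the main results were seen but before their own values were examined, cover canonical Wnt targets, BMP targets, pigment epithelium, forebrain dorsal midline, diencephalon, midbrain and hindbrain, hypothalamus, and neural crest.

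The pipeline was tested on simulated data for the 13931 genes, with 200 genes changed by known amounts. Libraries were drawn from the real means, with variances drawn from limma's fitted prior and normal noise independent between genes. Such data follow limma's own model, so the rates below hold for that model and need not hold for the real libraries. limma recovered 88.5% of them, 96.3% of those changed by 4-fold, with 0 in the wrong direction. Unchanged genes made up 8.29% of the calls, somewhat above the nominal rate. With no gene changed, 0 genes were called. Of random unchanged lists, 2% had a camera p below 0.05. Because the simulated genes were uncorrelated, this share does not test camera on lists of genes that vary together.

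The deposited table holds no counts. Depth was recovered from the low values, which move in steps of 1 fragment. For single-transcript genes of 450 to 1200 nt with values below 0.5 FPKM, a depth and a length correction were fitted per library (Python 3.11.15, numpy 2.4.6). In simulated data the fitted depth was within 0.4%. The share of low values that came out as whole fragments was 81.0% to 81.8%, against 17.6% to 19.4% by chance. The recovery holds for single-transcript genes, so no count test was run on it. It was used for depth, for a floor of 3 fragments and for the counting error between replicates given below. That replicate comparison also covered genes with several transcripts, taking the longest, so its fragment numbers are approximate. Intervals and floors of this kind cover counting error only. Folds against untreated libraries at or under that floor are given as lower bounds, computed with the shortest annotated coding transcript.

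The replicates of each group were compared before averaging. Among genes with at least 1000 fragments, the root mean square log2 difference was 0.139 between the untreated replicates, against 0.0396 from counting alone. It was 0.162 between the Dox replicates, against 0.0398. The labels list 4 separate samples, and they were kept as such. The spread does not tell separate organoid cultures from separate library preparations of one RNA. The replicate numbers did not pair the libraries: the deviations of same-numbered libraries had a correlation across genes of -0.0435.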

Results

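Transcriptomes of day 6 retinal organoids were compared with and without Dox in a line labelled as a Mettl3 knockout with inducible HA-METTL3, with 2 libraries per group. The comparison asks which transcripts differ with Dox during early retinal differentiation. The fitted depth was 32200000 and 34800000 fragments for untreated replicates 1 and 2. It was 31900000 and 32900000 fragments for Dox replicates 1 and 2. Between 23334 and 23871 genes had a value above 0 per library, and 13813 to 13909 reached 1 FPKM. The FPKM values summed to between 793308 and 866239 per library. The most abundant 10 genes took 8.95% to 9.84% of that sum.

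Replicates resembled each other more than libraries of different groups did. Across the 13931 tested genes, which are not independent replicates, Pearson's r of log2(FPKM + 1) was 0.990 between the untreated replicates and 0.987 between the Dox replicates. Between groups it ranged from 0.961 to 0.966. The first principal component carried 72.8% of the variance and the second 15.7%. The median absolute log2 difference was 0.101 between untreated replicates, 0.119 between Dox replicates and 0.133 between the group means. Means of 2 libraries vary less than single libraries, so the value for the group means is not directly comparable with the replicate values.

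The Mettl3 gene itself was examined first, because the line is described as a knockout with an inducible copy. Mettl3 (ENSMUSG00000022160) was listed at 40.33 and 37.98 FPKM in the untreated libraries and at 45.2 and 46.37 FPKM in the Dox libraries. The means were 39.2 ± 1.66 FPKM untreated and 45.8 ± 0.827 FPKM with Dox (SD, n = 2 each). Both Dox libraries lay above both untreated libraries, with a log2 fold change of 0.22 (SE 0.0681, unadjusted p = 0.0199 in limma). The change did not pass the threshold after adjustment over all tested genes (adjusted p = 0.122 in limma, exact two-sided permutation p = 0.333, the smallest this design allows). The annotated exons of Mettl3 overlap those of Tox4 on the opposite strand, so its value is uncertain if counting ignored strand. The labels do not describe the sequence of the inducible copy, and the gene-level values do not separate it from the knocked-out locus.

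Between Dox and no Dox, 1297 of the 13931 tested genes differed at an adjusted p below 0.05 in limma, of which 619 were higher and 678 lower. The share higher was 47.7%. The median absolute log2 fold change of these genes was 0.85, and the median over all tested genes was -0.0042. In all 1297 the libraries of the groups did not overlap. Among all tested genes this held for 53.4%, where chance gives 33.3%. Without the filter on low values the same test called 336 genes higher and 409 lower, the largest drop among the alternatives. A log2 fold change of at least 1 was reached by 253 genes upwards and 317 downwards, whatever their p. Of these, 231 and 273 also passed the threshold. The other 22 and 44 did not, and 35 of these 66 genes have a longest annotated transcript under 200 nt.

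**Figure D1:**
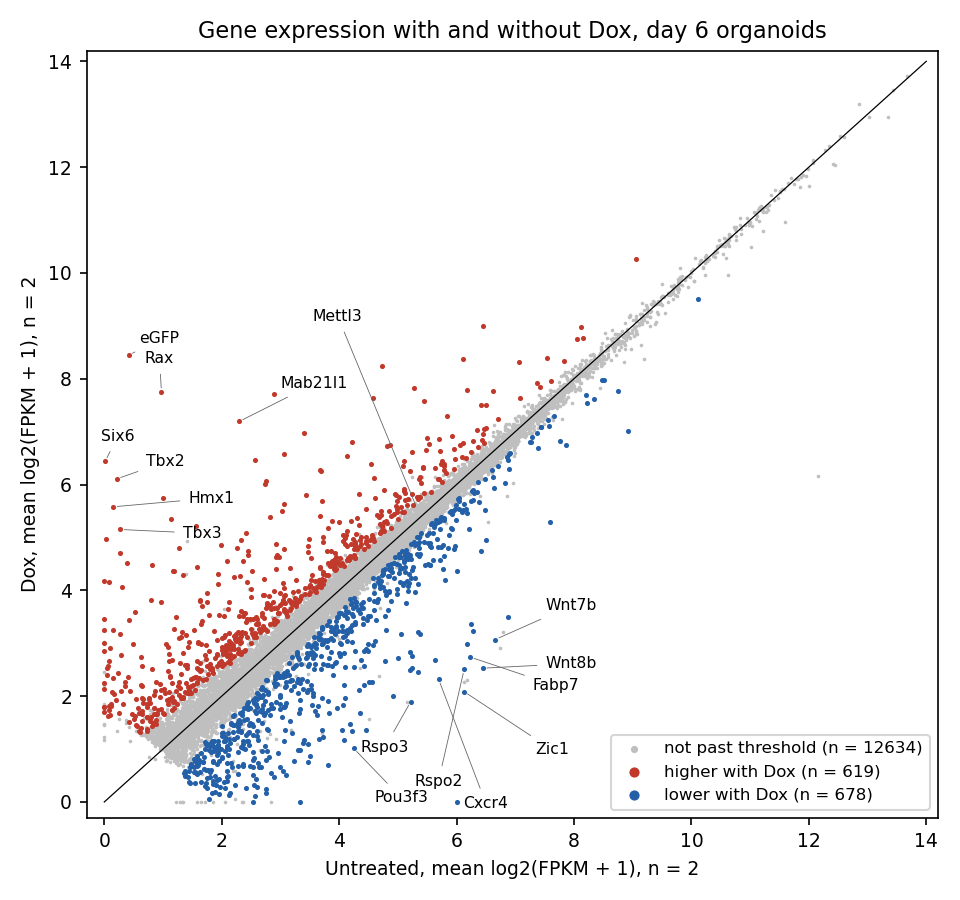
Mean log2(FPKM + 1) of each tested gene in the untreated libraries (x axis) against the Dox libraries (y axis), 2 libraries per group. Red points are the 619 genes higher with Dox and blue points the 678 genes lower (limma, adjusted p below 0.05), the line marks equal expression, and named genes are labelled, with the reporter eGFP and Rax farthest above the line and Mettl3 close to it.

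On the log2(FPKM + 1) scale the largest increase was that of the reporter. eGFP, one of the reporter rows of the table without an Ensembl identifier, rose from 0.34 ± 0.113 to 347 ± 19.5 FPKM (SD, n = 2 each), a log2 fold change of 8.02 (SE 0.0934, adjusted p = 1.13e-05 in limma). Rax (ENSMUSG00000024518), an eye-field transcription factor gene also known as Rx, rose from 0.97 ± 0.212 to 214.6 ± 19.0 FPKM, a log2 fold change of 6.78 (SE 0.111, adjusted p = 2.93e-05). Six6 was listed at 0.01 FPKM in both untreated libraries, under the floor of 3 fragments, and at 85.8 ± 9.35 FPKM with Dox, at least 3480-fold higher. Hmx1 was also at the floor without Dox and rose to 47.1 ± 7.08 FPKM, at least 101-fold higher. Other genes among those with the highest fold changes were Tbx2 (log2 fold change 5.89), Mab21l1 (4.90) and Tbx3 (4.88). Their adjusted p-values in limma ranged with that of Hmx1 from 4.47e-05 to 1.16e-04.

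The genes with the lowest fold changes included several Wnt pathway genes. Zic1 fell from 68.9 ± 2.94 to 3.25 ± 0.170 FPKM (SD, n = 2 each), a log2 fold change of -4.04 (SE 0.0814, adjusted p = 4.17e-05 in limma). Wnt8b fell from 86.2 ± 1.27 to 4.82 ± 1.06 FPKM, with a log2 fold change of -3.92. Rspo2 fell from 69.0 ± 1.90 to 4.68 ± 0.127 FPKM, with a log2 fold change of -3.62. The next were Wnt7b (-3.59), Fabp7 (-3.49), Cxcr4 (-3.37), Rspo3 (-3.32) and Pou3f3 (-3.23). Adjusted p-values of these 8 genes did not exceed 1.11e-04.

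In the preset panel of eye-field genes the response was uneven. Six3 rose from 7.38 ± 0.460 to 95.9 ± 18.2 FPKM (SD, n = 2 each), a log2 fold change of 3.52 (adjusted p = 1.46e-04 in limma). Lhx2 rose from 25.5 ± 1.71 to 300.5 ± 33.0 FPKM, a log2 fold change of 3.50 (adjusted p = 6.96e-05). Pax6 was already at 123.3 ± 6.29 FPKM without Dox and stood at 126.7 ± 5.58 FPKM with it, a difference smaller than the replicate spread (log2 fold change 0.04, adjusted p = 0.796). The pluripotency genes of the panel did not pass the threshold. Pou5f1 was at 10.04 ± 1.13 and 10.1 ± 2.79 FPKM (adjusted p = 0.980). Nanog was at 3.78 ± 0.0141 and 2.65 ± 0.594 FPKM (adjusted p = 0.180). Exons of 15 of the 33 genes picked by the naming rule and found in the annotation, Rax, Six3, Six6, Tbx3 and Zic1 among them, overlap another gene, mostly on the opposite strand, and their values carry that uncertainty.

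**Figure D2:**
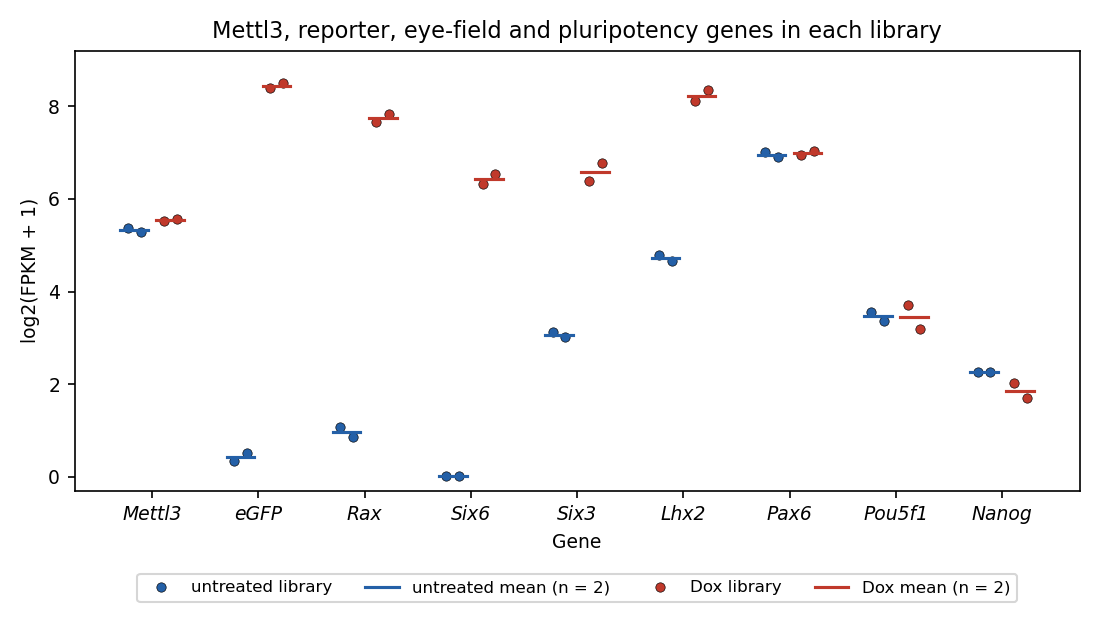
log2(FPKM + 1) (y axis) of Mettl3, the eGFP reporter and 7 panel genes in each library, with untreated libraries in blue, Dox libraries in red and horizontal lines at the group means of 2 libraries. eGFP, Rax, Six6, Six3 and Lhx2 separate widely between the groups, while Pax6 and Pou5f1 overlap.

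The retinal progenitor list, fixed beforehand, was higher with Dox. Its 23 tested genes had a median log2 fold change of 1.61 (camera adjusted p = 1.37e-13), also with its 3 genes at the floor without Dox set to their lower bounds. Of the 23 genes 17 were higher and 4 lower past the threshold over all genes tested, and 18 and 4 when adjusted over the list alone. The 4 lower genes were Otx2, Nr2e1, Hes5 and Foxd1, with log2 fold changes of -0.36, -0.56, -1.18 and -1.92. They are named because they ran against the list, after their values were seen. Under camera with a correlation estimated from these 4 libraries, no list passed the threshold, and this list had an adjusted p of 0.218. With fry its adjusted p was 0.00516.

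All 13 tested genes of the neuronal differentiation list were lower with Dox past the threshold, both over all genes tested and adjusted over the list alone. The median log2 fold change was -1.62 (camera adjusted p = 1.27e-15, fry adjusted p = 0.00516). It was -1.68 with 1 gene at the floor with Dox set to its bound. Dll1 fell from 22.9 ± 1.08 to 6.78 ± 0.233 FPKM (SD, n = 2 each, adjusted p = 3.67e-04 in limma). Stmn2 had a log2 fold change of -1.87 and Neurog2 of -2.15.

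Of the 19 tested p53 target genes, 18 had a negative fold change, with a median log2 fold change of -0.38 (camera adjusted p = 6.92e-08, fry adjusted p = 0.0111). Past the threshold over all genes tested, 9 were lower and 0 higher. Adjusted over the list alone, 14 were lower. At an unadjusted p below 0.05 the counts were 14 and 0. Cdkn1a fell from 52.5 ± 4.95 to 27.3 ± 0.651 FPKM (SD, n = 2 each, adjusted p = 0.00269 in limma). Btg2 had a log2 fold change of -0.91 and Ccng1 of -0.49.

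The integrated stress response list rose slightly, with a median log2 fold change of 0.25 over 21 genes (camera adjusted p = 0.018, fry adjusted p = 0.0231). Its genes went both ways. Past the threshold over all genes tested, 3 were higher and 2 lower, and adjusted over the list alone 11 were higher and 2 lower. Ddit3 had a log2 fold change of 0.66, while Vldlr had -0.72 and Phgdh -0.40. The call for Phgdh was lost with the replicate block, without the trend and with no filter. Ddit3 shares exon sequence with overlapping genes on both strands. The 13 mitochondrially encoded genes had a median log2 fold change of -0.23 and 12 negative fold changes. Camera passed the threshold (adjusted p = 0.008), fry did not (adjusted p = 0.317), and 0 of the 13 genes passed singly, either over all genes tested or adjusted over the list alone. At an unadjusted p below 0.05, 5 were lower and 0 higher. The median of this list was -0.14 without Dox replicate 2 and -0.15 without untreated replicate 2.

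The pluripotency list did not shift as a set (18 genes, median log2 fold change -0.0042, camera adjusted p = 0.461, fry adjusted p = 0.12). Its median was positive in 3 of the 4 fits that left out one library, at 0.056 without untreated replicate 1, 0.038 without untreated replicate 2 and 0.17 without Dox replicate 2. Tbx3 and Lin28a (log2 fold change 0.71) were higher and Klf4 (-0.71) lower. Adjusted over the list alone 3 were higher and 2 lower. The m6A machinery list did not shift either (20 genes, median -0.05, camera adjusted p = 0.505, fry adjusted p = 0.631). Its median was -0.018 without Dox replicate 1 and -0.030 without untreated replicate 1. Igf2bp2 was its only gene past the threshold, rising from 54.0 ± 5.19 to 80.6 ± 7.18 FPKM (SD, n = 2 each, adjusted p = 0.0249 in limma), also when adjusted over the list alone. The interferon response list had 7 tested genes and a median of -0.11, which was -0.0095 without untreated replicate 1. It did not pass with camera (adjusted p = 0.505) and did with fry (adjusted p = 0.0294). Singly, 0 of its 7 genes passed, either over all genes tested or adjusted over the list alone, and 1 was higher and 1 lower at an unadjusted p below 0.05.

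**Figure D3:**
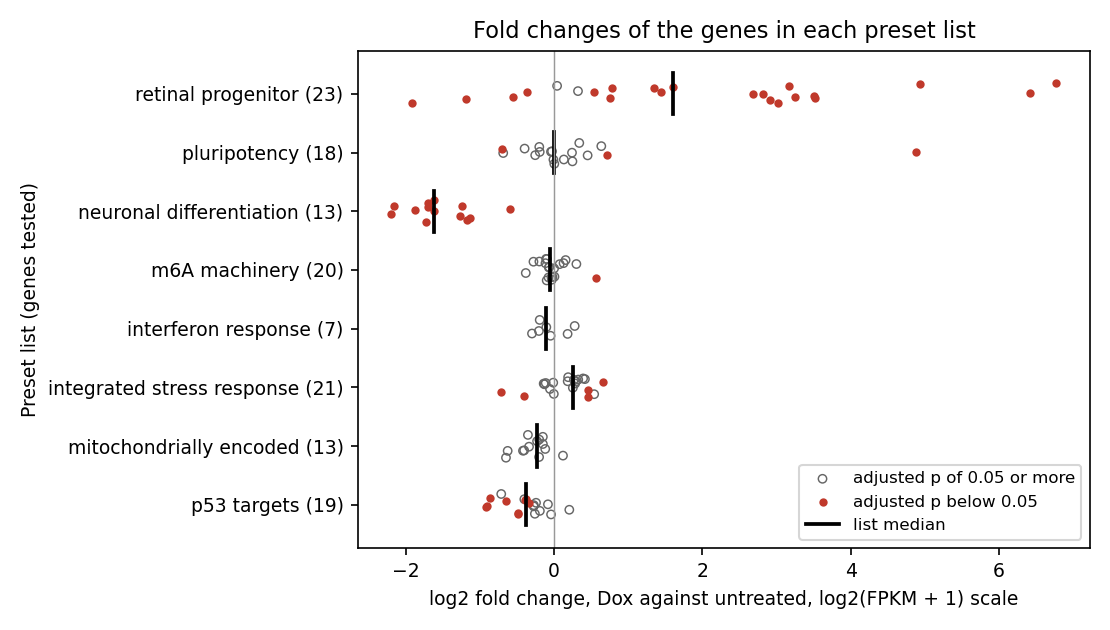
log2 fold changes with Dox (x axis, log2(FPKM + 1) scale) of every tested gene in the 8 preset lists with tested genes (y axis), with filled points for genes at an adjusted p below 0.05 and black bars for list medians. The retinal progenitor median lies at 1.61 and the neuronal differentiation median at -1.62, while the medians of the other 6 lists lie between -0.38 and 0.25.

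Neither the mesendoderm and trunk list nor the two-cell-like list had a gene with a mean of at least 1 FPKM. The highest single value among the 21 mesendoderm and trunk genes in the table was 1.6 FPKM, for Hand1. Among the 21 two-cell-like genes it was 0.2 FPKM, for Zfp750. Both genes are named after their values were seen. At these levels a difference between groups was not tested in the main comparison.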

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

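The test below was chosen after the value was seen. Of the reporter and recombinase sequences that the comparison did not use, Cre, mCherry and tdTomato were listed at 0 in all 4 libraries. eYFP was listed at 0.1 FPKM in Dox replicate 1 and at 0 in the other 3 libraries, which is above the level in the untreated libraries. The labels name a GFP reporter and no yellow fluorescent protein. A candidate technical explanation is reads shared with eGFP, whose sequence resembles that of eYFP and which stood at 333.52 FPKM in the same library. The eYFP value is 0.03% of the eGFP value there. Dox replicate 2, with 361.13 FPKM of eGFP, listed eYFP at 0, so a value in 1 library at this level decides nothing. No biological explanation was tested.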

How the results depend on the processing

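The size of both main counts depended on the processing. Across the fits fixed before the data were examined the number of called genes ranged from 745 without a filter to 1460 with robust estimation, against 1297. Without a filter 336 genes were called higher and 409 lower, from 27532 tested genes, and 566 of the 1297 genes remained called. With a minimum mean of 5 FPKM the counts were 408 and 413, of which 818 genes were shared with the 1297, and 448 of the 1297 were no longer tested. Rescaling to TPM gave 526 and 558 calls, sharing 1043 genes with the 1297. In no setting did a shared gene change sign. The share of calls that were higher stayed between 45.1% and 50.1%, and no scaling moved the median of all genes by more than 0.0207 on the log2 scale.

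Among the settings added after the data were seen, removing each library's trend with GC content and length raised the calls to 939 higher and 934 lower, the only fit with more genes higher than lower, with 98.1% of the 1297 genes still called. The cause of the added calls was not tested.

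Counts of genes with a 2-fold change depend on the pseudocount by construction. They were 386 higher and 456 lower with a pseudocount of 0.1, and 124 higher and 114 lower with a pseudocount of 5. With a minimum of 5 FPKM, which tests fewer genes, they were 144 and 160. Leaving out each library in turn gave 252 to 283 higher and 327 to 333 lower. These 4 fits leave 1 library in a group, so they gave no calls and no list tests.

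With the replicate number as a replicate block, 532 genes were called higher and 602 lower, 1062 of them shared with the 1297. The numbers are not shown to pair the libraries. Among the named genes and lists, the block changed the call of Phgdh (adjusted p = 0.0647 in limma) and of no other.

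The list tests depended most on how the correlation between genes was treated. With a correlation estimated from these libraries the 5 lists that had passed no longer did: retinal progenitor (median 1.61, adjusted p = 0.218), neuronal differentiation (-1.62, 0.181), p53 targets (-0.38, 0.181), integrated stress response (0.25, 0.218) and mitochondrially encoded (-0.23, 0.624). The estimate rests on 4 libraries. With fry, the mitochondrially encoded list (-0.23, adjusted p = 0.317) dropped out and the interferon response list (-0.11, adjusted p = 0.0294) came in. The other 4 lists that had passed also passed with fry. The pluripotency list has a median near 0, and it turned positive with a pseudocount of 5 (3.1e-04), with rescaling to TPM (0.015) and with a minimum of 5 FPKM, where it also passed the threshold (0.12, adjusted p = 0.0186). Under that filter the list lost its genes of lower mean, such as Klf4 (log2 fold change -0.71) and Utf1 (0.64), and kept Tbx3 (4.88). Its median there describes that smaller list. How much Tbx3 weighed in the test was not examined. The cause of the other sign changes was not tested. Robust estimation does not enter camera and is no check on the lists.

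Across the 4 fits that each left out one library, the list medians ranged from 1.46 to 1.75 for retinal progenitor genes and from -1.65 to -1.57 for neuronal differentiation. They ranged from -0.41 to -0.35 for p53 targets, 0.20 to 0.29 for the integrated stress response and -0.34 to -0.14 for mitochondrially encoded genes. For the interferon response they ranged from -0.18 to -0.0095, for the m6A machinery from -0.071 to -0.018, and for pluripotency from -0.070 to 0.17. The log2 fold change of Mettl3 ranged from 0.18 to 0.26 in these fits, and its adjusted p from 0.11 to 0.30 in the limma fits fixed beforehand. The pseudocount moved the retinal progenitor and neuronal differentiation medians further than leaving out a library did. They were 2.91 and -2.22 with a pseudocount of 0.1, and 1.33 and -0.70 with a pseudocount of 5. Both lists passed the threshold with camera in these fits too.

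Of the 33 genes picked by the naming rule besides Mettl3, 30 passed the threshold. Of these, 5 lost it in some fit: Klf4, Igf2bp2, Vldlr and Btg2 without a filter, and Phgdh without a filter, without the trend and with the block. Pou5f1, which had not passed, changed sign with TPM (0.0091), without untreated replicate 1 (0.095) and without Dox replicate 2 (0.248). Pax6, which had not passed either, changed sign without untreated replicate 2 (-0.0121) and without Dox replicate 2 (-0.0050). The lists below the filter could be tested only without it: the mesendoderm and trunk list had a median of 0.0142 (camera adjusted p = 0.535) and the two-cell-like list 0.0213 (0.138). Rounding to 2 decimals and the floor of 3 fragments limit the folds of Six6 and Hmx1 to lower bounds.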

Other observations

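The tests on the split of the libraries, on genes listed at 0, on the stress response and on Mettl3 were chosen after their results were seen. The tests of the marker lists, of GC content and length, of abundant genes and of the length of genes past a 2-fold change without a call were written before their own values were examined. Marker lists were tested only with fry and with camera at the preset correlation. Camera with an estimated correlation, under which no preset list passed, was not run on them.

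The 1297 calls were set against technical explanations. Of the 3 splits of the 4 libraries into 2 and 2, 1 gave as many calls, the real one. The split by replicate number gave 1 call and 80 genes at an unadjusted p below 0.05, and the crossed split gave 0 calls and 500 such genes. With 3 splits the share cannot fall below 0.05, so the count decides nothing by itself. Removing each library's trend with GC content and transcript length left 98.1% of the 1297 genes called, which argues against such a trend as the whole cause. Leaving out mitochondrial genes and the 50 most abundant genes and rescaling left 87.2% called, which argues against a shift in a few abundant genes. An effect of Dox itself is confounded with an effect of METTL3, which by the labels Dox induces. The Mettl3 RNA rose slightly without passing the threshold (log2 fold change 0.221, unadjusted p = 0.0199 and adjusted p = 0.122 in limma). A rise of this size does not establish that induction. A control with Dox and without the inducible copy was not analysed here.

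The fall of Rspo2, Rspo3, Wnt7b and Wnt8b raised the hypothesis of lower canonical Wnt signalling with Dox. In a separate list of 12 canonical Wnt targets, 9 genes were tested, with a median log2 fold change of -0.35 (camera adjusted p = 5.4e-04, fry adjusted p = 0.0141). Of these, 4 were lower past the threshold and 0 higher: Axin2 (-2.28), Sp5 (-2.29), Apcdd1 (-1.56) and Lef1 (-1.03). Lgr5 (0.63, adjusted p = 0.0678) was the 1 gene higher at an unadjusted p below 0.05. The test is consistent with lower Wnt target expression. It does not separate lower signalling within cells from fewer cells of a Wnt-rich territory.

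The rise of Bmp4, Tbx2, Tbx3, Id1 and Id2 raised the hypothesis of higher BMP signalling with Dox. A list of 10 BMP targets that left out Id1 and Id2 had 9 tested genes and a median log2 fold change of 1.11 (camera adjusted p = 1.93e-04, fry adjusted p = 0.00265). Past the threshold 7 were higher, among them Msx2 (2.20) and Smad6 (1.15), and 1 was lower, Id4 (-2.28). At an unadjusted p below 0.05, 7 were higher and 2 lower, with Msx1 (-0.47) beside Id4. Outside the list, Bmp6 (-1.87) and Bmp7 (-1.11) were lower past the threshold, unlike Bmp4 (3.90). The rise of the list may reflect BMP signalling or the transcripts that retinal cells carry anyway, and the design does not separate them.

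The genes that were high without Dox, such as Zic1, Emx2, Wnt8b and Pou3f3, raised the hypothesis that untreated organoids hold more of another forebrain territory. The forebrain dorsal midline list had a median log2 fold change of -1.35 over 9 tested genes (camera adjusted p = 1.6e-04, fry adjusted p = 6.07e-04). Of these 7 were lower and 2 higher past the threshold, and 6 stayed at 1 FPKM or more with Dox. The highest in the untreated libraries was Dmrta2, which went from 84.26 and 84.63 to 26.7 and 25.07 FPKM. The diencephalon list had a median of -1.69 over 9 tested genes (camera adjusted p = 2.14e-07, fry adjusted p = 0.00484). Of these 7 were lower and 0 higher past the threshold (also 0 higher at an unadjusted p below 0.05), including Barhl2, which went from 6.56 and 5.07 to 0.17 and 0.09 FPKM. The midbrain and hindbrain list had only 3 tested genes and a median of 0.48 (camera adjusted p = 0.646, fry adjusted p = 0.0121), and the hypothalamus list had 1 tested gene, Foxb1 (-1.99), so neither decides anything. These values are consistent with a loss of dorsal midline and diencephalic identity with Dox. Zic5 (0.63) ran the other way, so the list did not move as one. Whether cells changed identity or proportions cannot be read from bulk RNA.

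Sox10 was higher without Dox, which raised the hypothesis of neural crest cells in the untreated organoids. The neural crest list had a median log2 fold change of -0.81 over 10 tested genes (camera adjusted p = 0.0222, fry adjusted p = 0.00749). Past the threshold 6 were lower, among them Tfap2b (-2.45) and Foxd3 (-2.23), and 1 was higher, Sox9 (0.88). At an unadjusted p below 0.05, 6 were lower and 3 higher, with Snai2 (0.45) and Twist1 (0.44) beside Sox9, and Tfap2a did not fall either (0.14). The highest untreated value in the list was 8.84 FPKM, for Tfap2b, and 6 of the 10 genes stayed at 1 FPKM or more with Dox. A small crest fraction remains a candidate explanation for the 6 lower genes only, since the list did not move as one.

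Pmel, Trpm1 and Mitf were higher with Dox, which raised the hypothesis of a pigment epithelium programme. Only 2 of the 11 genes of that list were tested, with a median of 1.73 (camera adjusted p = 0.0041, fry adjusted p = 0.00223). Of these only Dct passed the threshold, rising from 0.09 and 0.14 to 8.43 and 8.58 FPKM. With 2 genes the hypothesis stays open.

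Among genes with a 2-fold change, those without a call differ from those with one in length. A group of 16 genes was listed at 0 in 1 library and above 5 FPKM in the other 3. Gm45660 stood at 4860.9, 4327.95 and 5141.09 FPKM in 3 libraries and at 0 in Dox replicate 2, which gave it one of the lowest fold changes in the table (log2 fold change -6.00) with an adjusted p of 0.4 in limma. Of the 16 genes, 81.2% have a longest annotated transcript under 200 nt, against 0.668% of all tested genes. Of the 16 genes 0 passed the threshold, and 7 had an unadjusted p below 0.05. Among the 66 genes with a 2-fold change and no call, 35 were that short, against 5 of the 504 with a call (Fisher's exact test across genes, two-sided p = 3.31e-32). A likely technical cause is that FPKM divides by a length that nears 0 for transcripts about as long as a read, so that 1 or a few fragments swing the value. In these data, 8 of the 1297 called genes are under 200 nt.

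The integrated stress response list rose slightly, and the mitochondrially encoded list had a negative median. An effect of doxycycline on mitochondria may be one source. The mitochondrial shift passed with camera (adjusted p = 0.008) but not with fry (adjusted p = 0.317). Mitochondrial genes took 3.58% and 4.38% of the FPKM sum in the untreated libraries, against 3.43% and 2.9% in the Dox libraries. Most of the shifted genes of the integrated stress response list rose, but not all. Of the integrated stress response genes 3 were higher and 2 were lower with Dox past the threshold, and 11 were higher and 2 lower at an unadjusted p below 0.05. The list median was 0.25 in the main fit. It ranged from 0.20 without untreated replicate 2 to 0.29 without Dox replicate 1. Of the 13 mitochondrially encoded genes 0 passed singly, with 5 lower at an unadjusted p below 0.05. An effect of Dox and one of METTL3 cannot be told apart here, because by the labels every library carries the inducible copy.

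Mettl3 RNA stood near 39.2 FPKM in a line labelled as a knockout and rose by only 0.221 on the log2 scale with Dox, while eGFP rose by 8.02. A candidate explanation is that the knocked-out locus is still transcribed and that the inducible copy contributes RNA which the authors' gene model does not count, for example because its sequence differs from the mouse gene. It is also open whether the copy was induced, since the titles read EV and EV+Dox. The value of 0.221 decides none of these, since reads were not used here and the labels do not give the sequence of the copy. The ratio of eGFP to Rax was 1.66 and 1.58 in the Dox libraries and 0.232 and 0.512 in the untreated libraries, where both are near the lower end of the scale.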
